# Preparation of long single-strand DNA concatemers for high-level fluorescence in situ hybridization

**DOI:** 10.1038/s42003-021-02762-2

**Published:** 2021-10-25

**Authors:** Dongjian Cao, Sa Wu, Caili Xi, Dong Li, Kaiheng Zhu, Zhihong Zhang, Hui Gong, Qingming Luo, Jie Yang

**Keywords:** Fluorescent dyes, Fluorescence imaging

## Abstract

Fluorescence in situ hybridization (FISH) is a powerful tool to visualize transcripts in fixed cells and tissues. Despite the recent advances in FISH detection methods, it remains challenging to achieve high-level FISH imaging with a simple workflow. Here, we introduce a method to prepare long single-strand DNA concatemers (lssDNAc) through a controllable rolling-circle amplification (CRCA). Prepared lssDNAcs are used to develop AmpFISH workflows. In addition, we present its applications in different scenarios. AmpFISH shows the following advantages: 1) enhanced FISH signal-to-noise ratio (SNR) up to 160-fold compared with single-molecule FISH; 2) simultaneous detection of FISH signals and fluorescent proteins or immunofluorescence (IF) in tissues; 3) simple workflows; and 4) cost-efficiency. In brief, AmpFISH provides convenient and versatile tools for sensitive RNA/DNA detection and to gain useful information on cellular molecules using simple workflows.

## Abstract (web summary)

Cao et al. present a method to prepare long single-strand DNA concatemers (lssDNAc) through a controllable rolling-circle amplification (CRCA), used to develop AmpFISH workflows. Their method is suitable for labelling to both individual mRNA molecules and chromosomes and can also be multiplexed with immunofluorescence, allowing for sensitive RNA/DNA detection.

## Introduction

Complex biological tissues consist of different types of cells. Characterizing the temporal and spatial heterogeneities of RNA or DNA is critically important to understand cellular functions. Fluorescence in situ hybridization (FISH), a powerful tool, allows the detection of nucleic acid molecules within the intact structure and in the morphology of cells or tissue sections. FISH has been widely applied in the research^1–3^ and clinical diagnostic assays^4,5^. The readout of the FISH signal can be achieved using fluorophore-tagged oligonucleotide probes that bind with specific nucleic acid sequences by complementary pairing. Therefore, the spatial and quantitative information of nucleic acids can be detected in the cells or tissues under a fluorescent microscope using single-molecule RNA fluorescence in situ hybridization (smFISH) imaging, which allows visualizing the spatial distribution of transcripts through hybridization of target genes^6^. Because it is difficult to detect individual fluorophores by conventional fluorescence microscopy, smFISH usually requires multiple oligonucleotide probes with fluorophore to target different regions of RNA or DNA^7^ to acquire detectable signals. Despite the accumulation of multiple fluorophore molecules to a certain extent, the accuracy of the smFISH assay is still affected by the low signal intensity with high background signals from the tissue. Moreover, smFISH protocols usually are limited to long RNA molecules (>3 kbp) that can provide more fluorescent-binding sites to achieve enough detectable signals^8^.

The literature reports several amplification strategies for FISH, such as hybrid chain reaction (HCR)^9,10^, branch DNA (bDNA)^11,12^, ClampFISH^13^, and SABER^14^. Among these, HCR allows in situ amplification via folding hairpin oligonucleotide pairs that trigger a self-assembly chain. However, HCR may not offer sufficient sensitivity in certain cases^15^, and designing hairpin structures is a time-consuming process. Moreover, there is a lack of systematic guidelines for hairpin design^16^. All other amplification strategies for FISH can provide high signal levels; however, they require the synthesis of more expensive modified oligonucleotides, such as bDNA^11,12^, azide–alkyne^13^, and inverted bases^14^. An ideal FISH imaging should display both cost-efficiency and bright signals that can potentially shorten the exposure time for imaging, thereby achieving high accuracy at low costs.

Here, we established a more cost-efficient strategy for high-level FISH signals. First, a method was prepared to develop a long single-strand DNA concatemer (lssDNAc) through controllable rolling-circle amplification (CRCA). Second, based on lssDNAc, several easily implemented workflows of AmpFISH were established. Lastly, we used simple AmpFISH workflows to specifically detect transcripts or chromosomes in the cells and tissues. Our results showed that AmpFISH has several advantages: (1) up to 100-fold signal-to-noise amplification; (2) simultaneous detection of FISH signals with fluorescent proteins or immunofluorescence (IF) in tissues; (3) simple workflow; and (4) cost-efficiency. To sum up, we present a convenient and versatile tool for FISH detection, providing a promising application for transcript and chromosome assays in the cells or in complex and heterogeneous tissues.

## Results

### Design of amplification method and preparation of hybrid probes for AmpFISH

To establish a pipeline for FISH assay, we developed a preparation method for lssDNAc using rolling-circle amplification in vitro. Here, the concatemer sequence provides multiple repeat sites for binding multiple fluorophore-tagged oligonucleotide probes. The accumulated probes can effectively amplify the FISH signal.

First, we designed two partially complementary DNA oligonucleotides, named padlock and adaptor, as shown in Fig. 1a. At the 5ʹ terminus of the adaptor, we designed a toehold sequence that was complementary to target molecules. The sequences of 14–16 nucleotides at the right arm (B1) and ten nucleotides at the left arm (B2) of the padlock were complementary to the adaptor, respectively. After annealing to the adaptor, the right arm (5ʹ phosphorylation terminus) and the left arm (3ʹ-OH terminus) of the padlock formed adjacent nicking sites when they were complementary with the 3ʹ terminus of the adaptor. Therefore, the right and left arms of the padlock could be ligated by DNA ligase to form a circular ssDNA. When DNA polymerase and dNTP were added to the reaction system, the ssDNA of the adaptor could be extended by displacement amplification, as shown in Fig. 1a.

**Fig. 1:**
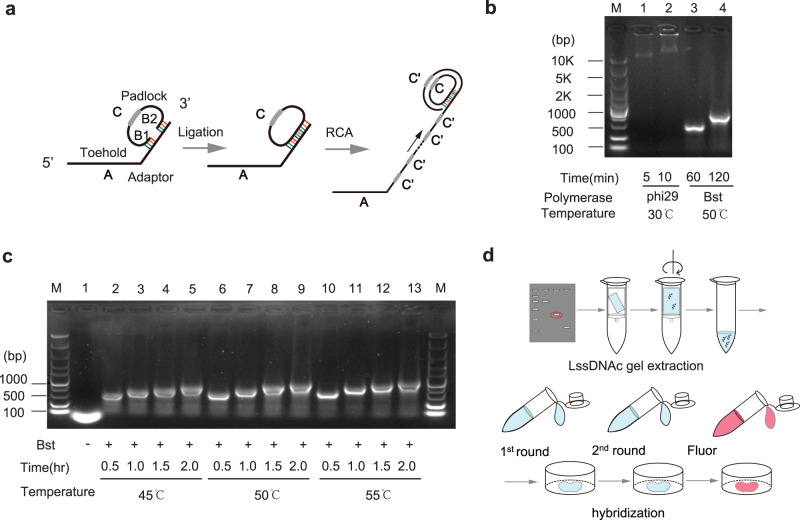
Preparation of lssDNAc. **a** Schematic representation of the extension reaction for lssDNAc. Both nucleotides of 5ʹ and 3ʹ termini of the padlock can complementarily bind to the 3ʹ termini of the adaptor. Next, the padlock is ligated at 5ʹ and 3ʹ termini by DNA ligase to form a closed circle. The adaptor ssDNA can be extended using the closed padlock as a template using RCA. **b** The amplification products were assayed via agarose gel electrophoresis. The extended products of adaptor ssDNA were amplified by phi29 DNA polymerase (lane 1 for 5 min, lane 2 for 10 min) and Bst 2.0 DNA polymerase (lane 3 for 1 h, lane 4 for 2 h). **c** The ssDNA adaptors were amplified to form products of different lengths by Bst 2.0 DNA polymerase (lanes 2–14) under three reaction temperatures (45 °C for lanes 2–5, 50 °C for lanes 6–9, and 55 °C for lanes 10–13) with different amplification times (0.5, 1, 1.5, and 2 h), and in the absence of DNA polymerase (lane 1). **d** The schematic diagram depicting the preparation for lssDNAc and hybridization workflow.

To establish a user-friendly reaction, we used an all-in-one tube strategy to amplify adaptor ssDNA (see “Methods”). After padlock and adaptor were annealed, T4 DNA ligase was used to ligate the nicking site of the padlock. To extend the adaptor ssDNA, we utilized DNA polymerases with displacement ability using the rolling circle. At first, two kinds of DNA displacement polymerases, phi29 and Bst 2.0, were tested. After extended by DNA polymerases, the products were run through agarose gel electrophoresis, as shown in Fig. 1b. Both DNA polymerases could extend to form clear amplification bands in the gel. Phi29 DNA polymerase provided rapid extension, whose amplification length reached up to 10 kb (amount to dsDNA marker) in only 5 min, and its extension speed was consistent with that reported in the previous literature^17^. However, overlong DNA molecules extended by phi29 DNA polymerase were not suitable for FISH assay, because a molecule with a large molecular weight results in slow diffusion and poor penetration ability, and could affect the efficiency of FISH^18^. Therefore, we excluded phi29 DNA polymerase in subsequent experiments. In contrast, Bst 2.0 DNA polymerase showed relatively slower amplification at 50 °C, which extended approximately 0.5 kb in length after 1 h (Fig. 1b). To investigate its extension ability under different conditions, we amplified the ssDNA adaptor under three reaction temperatures (45, 50, and 55 °C) with three reaction times (0.5, 1, and 2 h). The results of the electrophoresis assay showed that their extension length increased slightly as the time or temperatures increased, indicating that Bst 2.0 DNA polymerase provided a relatively controllable extension (Fig. 1c). Therefore, the lssDNAc lengths can be more easily modulated by changing only the reaction time. Similar to Bst 2.0 DNA polymerases, Klenow (exo^–^) exhibited the ability of controlled extension at 37 °C (Supplementary Fig. 1). After gel electrophoresis, we recycled the extended lssDNAcs from agarose gel using a gel extraction kit to obtain purified extended ssDNAc for the FISH assay. The schematic representation of lssDNAc preparation workflows is depicted in Fig. 1d.

### AmpFISH effectively amplifies fluorescent signals in cultured cells

To evaluate the feasibility of lssDNAc as a FISH probe, we first used AmpFISH in HeLa cells that were transiently transfected with the pCAG-EYFP plasmid. A set of probes containing four lssDNAcs with a length of ~750 bp could target EYFP mRNA. They were mixed and added to the cells transiently transfected with the pCAG-EYFP plasmid. A workflow of AmpFISH that could retain fluorescent protein for culture cells was developed, allowing simultaneous detection of EYFP protein and AmpFISH for *EYFP* mRNA (see “Methods” and Supplementary Fig. 2, left panel). The imaging results showed that the AmpFISH signal perfectly localized to the cells positive for EYFP fluorescence, whereas cells with negative EYFP fluorescence did not exhibit FISH signal (Fig. 2a). These results indicate that lssDNAc can be effectively used to assess EYFP mRNA expression with high specificity in cultured cells. As shown in Fig. 2a, intensities of the AmpFISH signal were not completely consistent with those of EYFP. We presume that the turnover pattern of rapid mRNA^19^ was different from that of EYFP protein. 

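The UMI-RNAseq data came from NIH3T3 cells, an established line of mouse fibroblasts, grown without treatment. The dataset holds 3 libraries, named library 1, library 2 and library 3 here after their replicate numbers. They share 1 condition, so no group of samples could be compared with another. The paper's text does not state whether the libraries came from separate cultures, so an SD over them may cover technical spread only. In UMI-RNAseq, each molecule carries a random tag (unique molecular identifier, UMI) before amplification, which lets PCR copies be recognized and removed. According to the methods, 150 nt paired-end reads were generated, reads with a UMI were mapped with Hisat2, and reads at the same location with the same UMI were removed. The remaining reads were counted per gene with HTSeq. The authors deposited these counts as FPKM, the fragments per kilobase of gene length and per 1000000 counted fragments, for 55573 genes in each library. The genome build and annotation behind the counting are not named in the paper's text. The methods give 6 G of raw data, whereas the FPKM values rest on the fragments counted after the UMI step. Those totals were recovered from the steps between low FPKM values, in which 1 fragment has a fixed worth. They were 14423209 fragments in library 1, 13959723 in library 2 and 14307241 in library 3. The sample labels give NIH3T3 as the cell line but mention retina in their extraction text. The libraries were treated as NIH3T3, as the paper describes them. All values were used as deposited, without a further filter or scaling, and a pseudocount of 1 was added only where a log scale over all genes was needed. Between 12919 and 12951 genes per library had an FPKM of at least 1, with a median of 12921. With an FPKM above 0 as the limit, the median rose to 22316 genes.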

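The selected transcripts were located in the GENCODE M21 annotation of GRCm38, the build that the methods name for probe design. Actinβ is listed under its gene symbol Actb (ENSMUSG00000029580). It lies on the minus strand of chromosome 5 from 142903115 to 142906754 and, like the other transcripts selected, is annotated as protein coding. Its mean was 1918 ± 21.5 FPKM (SD, n = 3 libraries), which ranked 16 among the 12905 genes with a mean FPKM of at least 1. Lox (ENSMUSG00000024529) lies on the minus strand of chromosome 18 from 52516067 to 52529867. It had 316.1 ± 1.29 FPKM (SD, n = 3) and ranked 280. Txn1 (ENSMUSG00000028367) lies on the minus strand of chromosome 4 from 57943373 to 57956411. It had 205.0 ± 3.20 FPKM (SD, n = 3) and ranked 473. Sla2 (ENSMUSG00000027636) lies on the minus strand of chromosome 2 from 156872457 to 156887192. Its FPKM was 0.0247 in library 1, 0.0766 in library 2 and 0.0499 in library 3, which corresponds to 1, 3 and 2 fragments. The exact Clopper-Pearson 95% confidence intervals of these values overlapped, from 0.000626 to 0.138 FPKM in library 1, from 0.0158 to 0.224 in library 2 and from 0.00604 to 0.180 in library 3. They cover counting error only. A difference in Sla2 between the libraries was therefore not detectable at this depth. Sla2 lay below all 12905 genes with a mean FPKM of at least 1, and above 4628 of the 26193 genes with at least 1 fragment. The annotation of Sla2 overlaps that of Rab5if, on the opposite strand, over 1107 nt, and the paper's text does not say whether strand was used in counting. Among the alternatives, dividing by the longest annotated isoform moved a mean the most, to 874.9 FPKM for Actb. That setting was chosen after the values were seen.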

To further evaluate the sensitivity and specificity of AmpFISH, we selected four transcripts (*Actinβ*, *Lox*, *Txn1*, and *Sla2*) with different expression levels in NIH3T3 cell line from the UMI-RNAseq datasets, one of the absolute quantitative transcriptome sequencing technology^20^ (see the “Methods” section for details). We conducted AmpFISH assay for those four transcripts in NIH3T3 cell line (Fig. 2b), whose results showed a consistent tendency for the four transcripts’ abundance compared to those measured using the UMI-RNAseq method (Fig. 2c). 

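In each of the 3 UMI-RNAseq libraries, FPKM fell in the order Actb, Lox, Txn1, Sla2. Actb lay above Lox by a factor of 6.16 in library 1, 5.98 in library 2 and 6.06 in library 3, with a mean of 6.07 ± 0.0902 (SD, n = 3). On the log2 scale this ratio was 2.60 ± 0.02 (SD, n = 3). Lox lay above Txn1 by a factor of 1.56, 1.56 and 1.51 in the same libraries, with a mean of 1.54 ± 0.0249 (SD, n = 3) and a log2 ratio of 0.63 ± 0.02. With Sla2 set to a floor of 3 fragments, Txn1 was 2727-fold, 2663-fold and 2788-fold higher than Sla2 in libraries 1, 2 and 3. Against the upper limit of the 95% interval of Sla2, Txn1 was at least 911.4-fold higher, with the lowest value in library 2. Each of these differences was larger than the spread between libraries. An exact two-sided sign-flip permutation test gave p = 0.25 for each ratio, and 0.25 after Benjamini-Hochberg adjustment over the 3 ratios. This is the smallest p that 3 libraries allow, so the test could not pass 0.05. The order held in the alternatives tried, except that Lox no longer lay above Txn1 when the FPKM of the paralog Txn2 was added to Txn1. Lox then lay at 0.985, 1.01 and 1.00 times that sum in libraries 1, 2 and 3, in a setting added after the values were seen. Txn2 is a separate gene, so the sum does not measure Txn1 alone. The ratio of Actb to Lox moved the most when fragments were not divided by gene length, to 1.15 ± 0.0172 (SD, n = 3), in a setting chosen after the values were seen. The ratio of Lox to Txn1 became 6.76 ± 0.109 (SD, n = 3) in that setting. AmpFISH puncta were not analysed here. The paper sets this order of FPKM beside the number of AmpFISH puncta per cell in Fig. 2c. From the tendency shared by both methods across the transcripts, it concludes that AmpFISH reports a relative abundance similar to that of UMI-RNAseq.

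**Figure D1:**
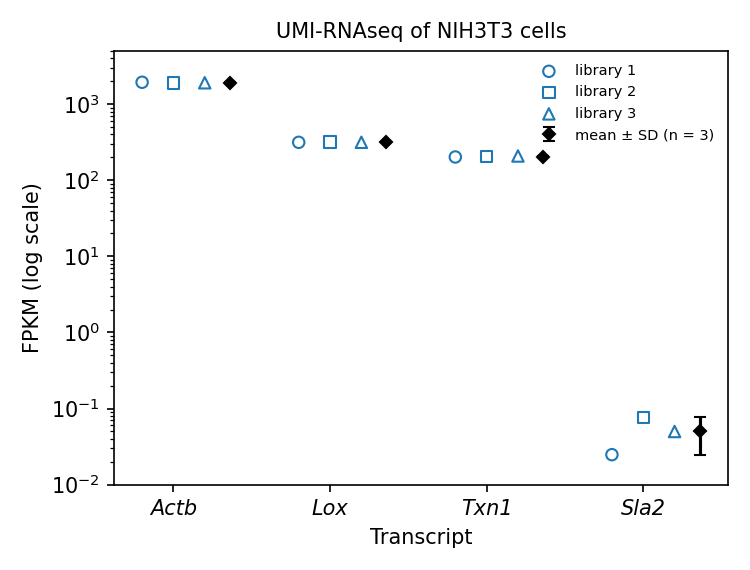
FPKM of the assayed transcripts in NIH3T3 cells on a log scale. Open symbols are the 3 libraries, and filled diamonds with bars are the mean ± SD (n = 3). The libraries overlap for Actb, Lox and Txn1, while the values of Sla2, from 0.0247 to 0.0766 FPKM, are spread visibly.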

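The UMI-RNAseq level of Actb rested on 24528 fragments in library 1, 23225 in library 2 and 23967 in library 3. Lox had fewer fragments in each library, with 20930, 20414 and 20794, but its FPKM divides them by a longer gene. The values imply a length of 876 nt for Actb and of 4605 nt for Lox. For Actb this is the mean length of 9 annotated isoforms, which range from 241 to 1920 nt and of which 5 are annotated as protein coding. The 2 annotated isoforms of Lox measure 4468 and 4741 nt. With the longest isoform of each gene in place of the mean length, Actb lay 2.85-fold ± 0.0424 (SD, n = 3) above Lox. Actg1, the paralog of Actb that encodes cytoplasmic gamma actin, had 1005 ± 83.7 FPKM (SD, n = 3), or 52.4% ± 3.95 (SD, n = 3) of Actb. Its percentage of Actb was lowest in library 2, at 47.8%. With Actg1 added to Actb, the mean ratio to Lox became 9.25. Acta2 reached 1.80% ± 0.0457 (SD, n = 3) of Actb. Actc1 was listed at 0, and Acta1, Actg2 and the pseudogene Actg-ps1 each stayed at or below 0.00976% of Actb in every library. Of the distinct 75-nt words in the annotated isoforms of Actb, 3.03% also occurred in a transcript of another gene.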

Although the measure abundance of *Actinβ* via AmpFISH assaying is relatively lesser than that via UMI-RNAseq, we speculate overcrowded AmpFISH puncta of *Actinβ* should result in less counting.

**Fig. 2:**
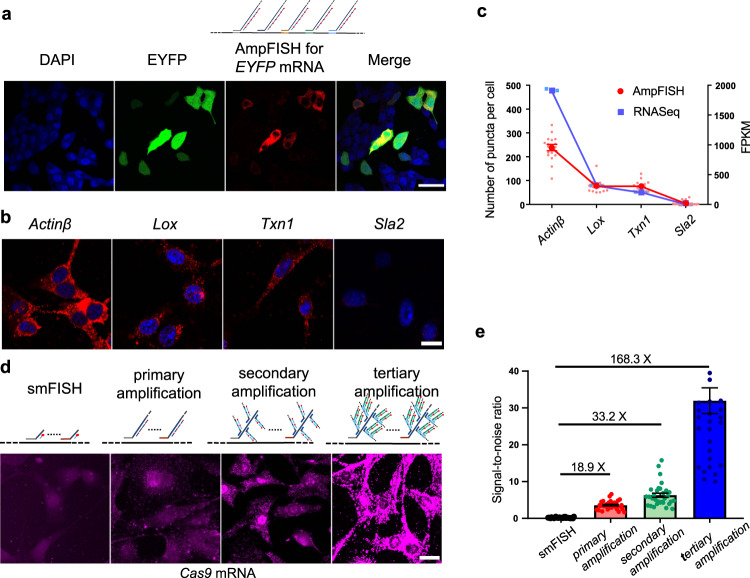
AmpFISH facilitates labeling of transcripts with high specificity and sensitivity (a–c) and the effective amplification of fluorescent signals (d–e) in cultured cells. **a** A set of primary amplification probes for targeting the EYFP mRNA was used in HeLa cells transiently expressing EYFP. FISH signal (red, signal labeled by Cy5, the third panel from left in (**a**) and fluorescent protein signal (green signal in EYFP panel, the second panel in (**a**) were imaged in the same field of view (scale bar: 50 μm). **b** The four endogenous mRNAs (*Actin*β, *Lox*, *Txn1*, and *Sla2*) were assayed using AmpFISH imaging in NIH3T3 cell lines (scale bar: 20 μm). **c** The quantitative analysis signal puncta in (**b**) of the four endogenous mRNAs in NIH3T3 cells of AmpFISH puncta per cell are shown. The mean ± SEM of AmpFISH puncta per cell are shown using red round dots, *n*_(*Actinβ*)_ = 20; *n*_(*Lox*)_ = 15; *n*_(*Txn1*)_ = 15, and *n*_(*Sla2*)_ = 19. The four transcripts from the RNAseq dataset (blue line and square dots) were compared. Each dot represents the mean ± SEM (*n* = 3); FPKM denotes Fragments Per Kilobase Million. These results illustrate the similar relative transcript abundance between the different methods. **d** Fluorescent signal labeled by TAMRA dye was amplified by AmpFISH in stable NIH3T3/cas9 cells. The confocal imaging for smFISH (unextended probe), primary, secondary, and tertiary amplifications are arranged from left to right, respectively (scale bar: 50 μm). **e** Comparative analysis of the signal-to-noise ratio of different amplification hierarchies. The intensity of the background signal, from an area adjacent to the area from which the signal was recorded, was subtracted from the intensity of the signal. The signal-to-noise ratio was determined using the formula: (Signal-background)/background.

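For the UMI-RNAseq values, the SEM over the 3 libraries was 12.4 FPKM for Actb, 0.744 for Lox, 1.84 for Txn1 and 0.0150 for Sla2. The coefficient of variation was 1.12% for Actb, against 0.647% from counting error alone. For Lox it was 0.408% against 0.695%, and for Txn1 it was 1.56% against 1.81%. For Sla2 it was 51.5% against 70.7%, so its spread was no larger than 6 fragments in all 3 libraries allow. Across the 12905 genes with a mean FPKM of at least 1, the Pearson correlation of log2(FPKM + 1) between pairs of libraries lay between 0.9934 and 0.9936, and Spearman's rho lay between 0.9945 and 0.9947. These correlations are across genes, which are not independent replicates. The lowest Pearson correlation moved the most with a pseudocount of 0.1, to 0.987, and the lowest rho with all genes listed, to 0.908. The fragments were also compared between libraries gene by gene with a chi-square statistic. Among 5666 genes that share no 75-nt word with another gene, its median was 1.10 times that of counting error alone, and 8.19% of genes exceeded the limit that 5% exceed by chance. Among 719 genes with at least 50% of their words shared, its median was 1.56 times that of counting error and 23.6% exceeded the limit. Which pair of libraries differed the least depended on the genes included. Over genes without shared words, the chi-square per gene was 1.05 for libraries 2 and 3, 1.36 for libraries 1 and 2 and 1.33 for libraries 1 and 3. Over genes regardless of shared words it was 4.68 for libraries 2 and 3, 3.41 for libraries 1 and 2 and 3.21 for libraries 1 and 3. Among the 5666 genes without shared words, the median for libraries 2 and 3 was 1.01 times that of counting error and 5.26% of genes exceeded the limit. For this pair, the chi-square summed over 5390 genes without shared words gave p = 0.00678, with genes taken as independent. Over genes without shared words, this pair thus differed by little more than counting error. Over the 5666 genes, library 1 differed from the others more clearly. The median was 1.13 times that of counting error against library 2 and against library 3, with 8.08% and 8.30% of genes over the limit. The values of the 3 libraries are thus not identical. They differ beyond counting error in genes with shared words and, mainly for library 1, also in genes without them. The libraries were kept as 3 samples. The data do not show whether they are separate cultures or repeated libraries of one RNA, and this limits what each SD with n = 3 covers.

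**Figure D2:**
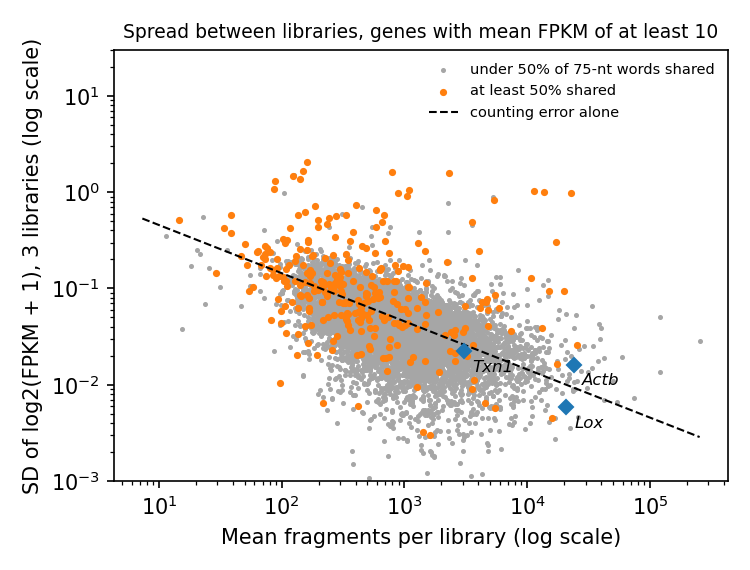
SD over the 3 libraries of log2(FPKM + 1), on a log scale, against the mean number of fragments per library, on a log scale, for genes with a mean FPKM of at least 10. Orange points are genes with at least 50% of their 75-nt words shared with another gene, grey points are genes with under 50% shared, blue diamonds are the assayed transcripts above that FPKM limit, and the dashed line is the SD that counting error alone gives. Lox and Txn1 lie below the line, Actb lies above it, and the highest points, up to 2.08, are mostly orange.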

To quantitatively compare the intensities or signal-to-noise ratio (SNR) of AmpFISH, we performed a series of FISH experiments for exogenous *Cas9* mRNA assay in stable cell lines transfected with the pX330-Cas9–2A-Cerulean-2A-PuroR plasmid (Supplementary Fig. 3). Conventional smFISH (without extension), primary, secondary, and tertiary amplifications were performed (Fig. 2d). Among these, the secondary amplification included branched structures that were formed by secondary concatemers by binding to primary concatemers. Tertiary amplification formed high-level branching based on secondary amplification, as shown in the upper panel of Fig. 2d. We quantified and compared the signals of different amplifications. The results showed that smFISH presented an extremely faint signal (Fig. 2d, the rightmost panel). Compared with the SNR signal of smFISH, the primary, secondary, and tertiary amplification AmpFISH were enhanced by 18.9-fold, 33.2-fold, and 168.3-fold improvement, respectively (Fig. 2d, e).

### AmpFISH enables robust chromosome assay

To check the feasibility of AmpFISH in chromosome assays, we detected the chromosome ploidy of culture cells (Supplementary Fig. 2, right panel). Aneuploidy alterations are hallmarks of tumor aggressiveness and increase with malignant progression^21^. The chromosome ploidy can be used for clinical cancer assay. Because centromere satellite repeats provide multiple binding sites, we only used one lssDNAc to target the centromere of chromosome 8. After hybridization, tomography of the cell nucleus was performed by confocal microscopy (Supplementary Movie 1), and subsequently, three-dimensional (3D) images were merged, as shown in Fig. 3. The results showed that most of the HeLa cells have a triploid karyotype of chromosome 8, which is consistent with that reported in a previous study^22^. The results revealed that AmpFISH efficiently labeled interphase chromosomes of HeLa cells and is a promising assay for assessing chromosome ploidy.

**Fig. 3:**
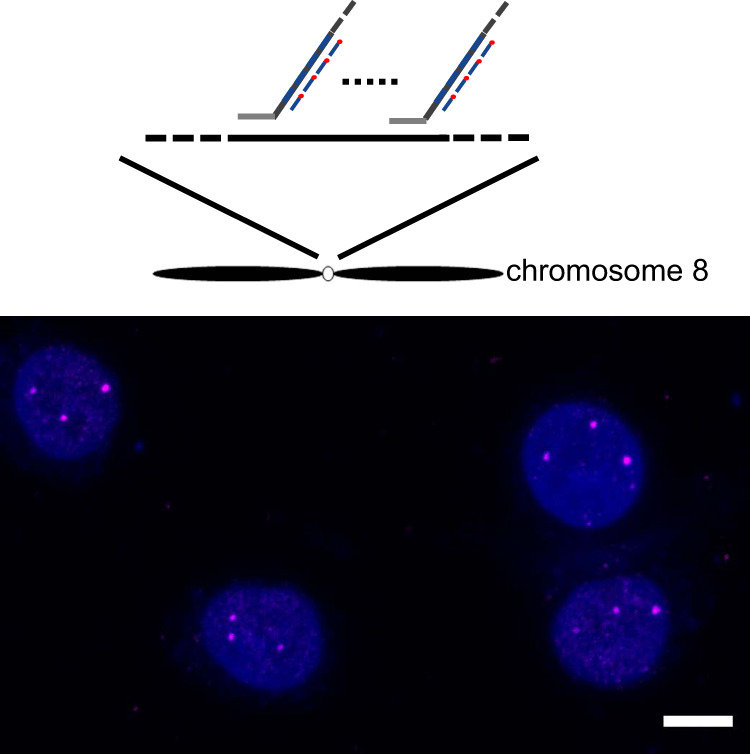
AmpFISH efficiently labeled interphase chromosomes of HeLa cells using primary amplification. Most centromeres of HeLa chromosome 8 show three FISH signal puncta. Scale bar: 25 μm.

### AmpFISH enables robust transcript assay in tissues

Next, we assessed whether AmpFISH could robustly assay transcripts in tissues, apart from cultured cells. We used mouse brain tissue to check the feasibility of AmpFISH for tissue assay. At first, we tested the primary amplification probes for *Gad1* mRNA via methanol penetration. However, the primary amplification probes provided an extremely faint signal with a high tissue background (Supplementary Fig. 4a). Next, further branching amplification via secondary amplification probes was performed. The secondary amplification enhanced the FISH signal compared with primary amplification (Supplementary Fig. 4b).

Given that brain tissue is rich in lipid components that could contribute to a high-signal background^23^, we optimized AmpFISH workflows to clear the background. We evaluated varying concentrations of sodium dodecyl sulfate (SDS) and methanol permeabilization (with/without) in four experimental workflows, as shown in Fig. 4a. The signal intensity and the SNR from four workflows were compared (Fig. 4b, c). Treatment with 0.2% or 1% SDS and methanol permeabilization improved SNR by three to four folds when compared with no SDS and methanol treatment and by ~two folds when compared with methanol treatment only. For further optimization, we adjusted the paraformaldehyde (PFA) post-fixation time (Supplementary Fig. 5) and the hybridization time of primary amplification probes (Supplementary Fig. 6) in the mouse brain slices. We found that a high SNR in the mouse brain slice was produced without post-fixation and primary amplification hybridization for 24 h.

**Fig. 4:**
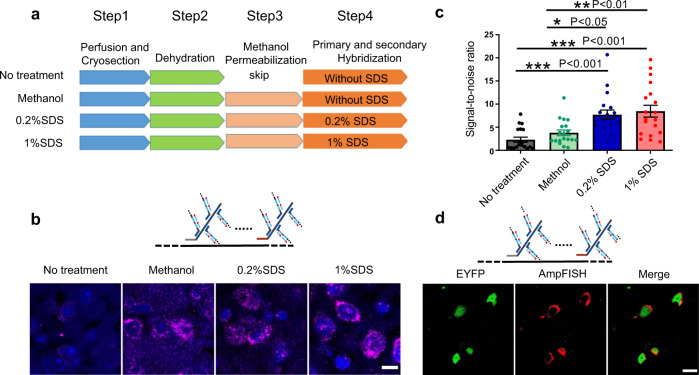
AmpFISH is adopted to robustly assay transcripts in mouse brain slices. **a** Schematic diagram depicting four different experimental workflows. **b** FISH imaging of *Gad1* gene in mouse brain slices using different pipelines depicted in (**a**) (scale bar: 10 μm). **c** Statistical analysis of signal-to-noise ratio (SNR) of AmpFISH from four experimental pipelines in (**b**). The intensity of an area as background signal next to the signal was subtracted from the signal itself. The signal-to-noise ratio was determined by formula: (Signal-background)/background. One-way analysis of variance (ANOVA), *F*(3, 72) = 10.83, *P* < 0.0001; Bonferroni’s multiple comparison test, no treatment vs. 0.2% SDS, *t* = 4.206, *P* < 0.001; no treatment vs. 1% SDS, *t* = 4.810, *P* < 0.001; methanol vs. 0.2% SDS, *t* = 3.030, *P* < 0.05; methanol vs. 1% SDS, *t* = 3.633, *P* < 0.01. (*n* = 19, from three repeat experiments). **d** The specificity of AmpFISH via secondary amplification hybridization was verified in brain slices by expressing EYFP protein in *Thy*-EGFP transgenic mouse (scale bar: 25 μm).

To further verify the accuracy of our experimental workflow, we detected EGFP mRNA using methanol and 1% SDS treatment described above in brain tissue slices of *Thy1*-EGFP transgenic mouse. Figure 4d (left panel) shows that the fluorescence signal of EGFP was retained through treatment with 1% SDS and 100% methanol, allowing to assess the accuracy of AmpFISH by analyzing the distribution of AmpFISH signal and fluorescence signal from proteins in the same slice. Figure 4d (middle and right panels) show that the AmpFISH signal (red) perfectly matched with the EGFP fluorescence (green) in the same cells, demonstrating that the AmpFISH workflow that we developed exhibited specificity in the brain slices.

### AmpFISH in combination with IF in brain slices

Immunofluorescence (IF) can visualize cellular antigens such as proteins based on the antigen–antibody reaction. IF is extensively used in the field of clinical diagnostics, research, and drug development. To study multiple applications for AmpFISH, we optimized the AmpFISH workflow to make it compatible with IF. Briefly, SDS was replaced by HCl (0.1 N), proteinase K (1.5 μg/mL), and 2% H_2_O_2_ in the optimized workflow to treat the tissues (see “Methods”). To assess the sensitivity of AmpFISH and IF under the optimized workflow, we simultaneously detected protein and mRNA of calcium/calmodulin-dependent protein kinase II*α* (CaMKII*α*) by a combination of IF and AmpFISH in the same slices from the caudate putamen (CPu) area of the brain. As shown in the upper panels of Fig. 5a, up to 90% of AmpFISH (red) and IF signals (green) overlapped. Moreover, the proportion of overlap accounting for positive AmpFISH cells (91.68 ± 2.07%) was slightly lower than that for positive IF signal (98.50 ± 1.14%) (Fig. 5c), suggesting that the sensitivity of AmpFISH should be better than that of IF in our workflow.

**Fig. 5:**
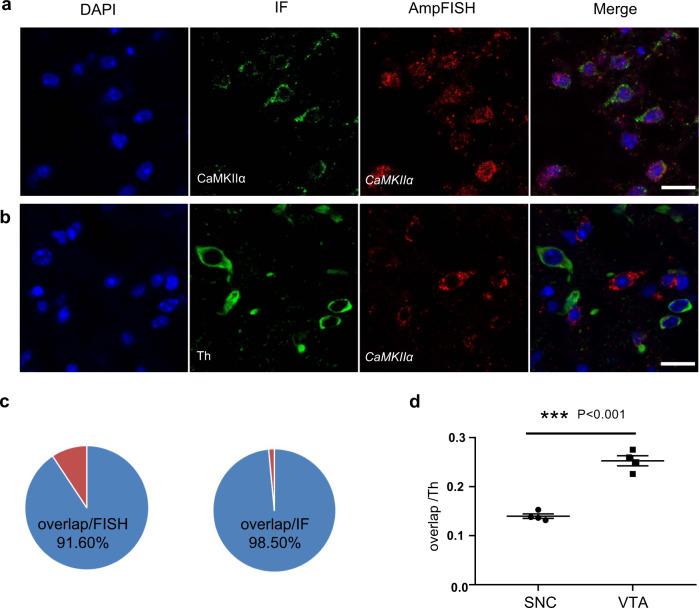
AmpFISH assay in combination with IF. **a** IF and AmpFISH assays were verified mutually. IF for CaMKIIα protein and AmpFISH for CaMKIIα mRNA were double-labeled in the same slice from the CPu brain region (scale bar: 20 μm). **b** The TH + CaMKIIα^+^ cell subtypes were detected in the slice from the VTA brain region through a combination of IF with AmpFISH (scale bar: 20 μm). **c** The proportion of positive double-labeled cells was analyzed. “Overlap” represents cells with both IF-and AmpFISH-positive signals. Overlap/FISH represents the proportion of overlapping cells with a positive AmpFISH signal (91.68 ± 2.07%, *n* = 5). In the same way, Overlap/FISH represents the proportion of overlapping cells with a positive IF signal (98.50 ± 1.14%, *n* = 5). The total number of “overlap” cells, cells with AmpFISH signal, and cells with IF signal were 170, 185, and 172, respectively, from five different brain slices. **d** Statistical analysis and comparison of cell populations in the SNC and VTA brain slices. The proportion of Th^+^/CaMKIIα^+^ cells (“overlap”) accounting for T^+^ cells in the VTA area (25.27 ± 0.46%) is significantly higher than that in the SNC area (13.97 ± 1.04%) (*n* = 4) (unpaired *t*-test with Welch’s correction, two-tailed, *P* < 0.001).

To demonstrate the ability of AmpFISH to identify the neuronal cell population, we used the established AmpFISH/IF workflow to detect the proportion of subpopulation in the two midbrain regions, the ventral tegmental area (VTA) and substantia nigra pars compacta (SNC), respectively. Tyrosine hydroxylase (Th) protein and CaMKIIα mRNA were detected simultaneously in the same slice from the two midbrain regions, as shown in the lower panels of Fig. 5b. We compared the proportion of Th^+^/*CaMKIIα*^+^ subpopulation to Th^+^ population in the two brain regions. The results showed that this proportion was significantly higher in the VTA area (25.27 ± 0.46%) than in the SNC area (13.97 ± 1.04%) (Fig. 5d). The projections and functions of neurons correlate with their expressed molecules in certain cell types^24,25^. Whether different proportions of Th^+^/*CaMKIIα*^+^ cells in VTA and SNC correlate with their functions in different brain regions needs to be further studied.

## Discussion

In this study, we provided a methodology to detect transcripts and chromosomes with a high imaging efficiency and simple workflows. We first developed a CRCA to prepare lssDNAc that could bind to a high number of fluorescent oligo-probes. Based on lssDNAc, we established simple workflows for AmpFISH that are easily implemented. We used Bst 2.0 DNA polymerase to determine CRCA. However, phi29 DNA polymerase was unable to form fragments of appropriate lengths due to its powerful extension ability. We tested various durations of DNA extension (0.5–2.0 h) and reaction temperatures (45–55 °C) using Bst 2.0 DNA polymerase. We found that the amplification probes with 500–1000 bp could effectively amplify the signal. The ssDNAc with over 1000 bp could probably produce a brighter signal than the ssDNAc with 500–1000 bp; however, these results need to be further investigated.

Previously published studies reported that the padlock DNA probe could be efficiently extended in situ by phi29 DNA polymerase via RCA, in which the enzyme was added to tissues^26^. However, the in situ signal amplification of RCA may be limited. To improve the SNR following in situ amplification, the brain slices usually require further tissue clearing and hydrogel protocols to improve imaging resolution. However, this process could perturb tissue components. AmpFISH overcame the problem of in situ amplification and efficiently enhanced the SNR through branching amplification, with no requirement for further tissue clearing and hydrogel protocols. A study had reported a FISH method that produced amplified signals via the HCR strategy, and allowed distinguishing single-nucleotide variations within mRNA molecules, while its application was demonstrated only at the cell level^27^. In comparison, AmpFISH in this study provided wider applications in both cells and tissues, although AmpFISH could not detect single-nucleotide variations.

Each 200 μL of the amplification system was used to extend the lssDNAc, and 1.2 μL (100 μM) of the adaptor and 1 µL (100 μM) of padlock oligonucleotide were added to the system, respectively. The average amount of recycling lssDNAc was 3–5 μg. A sample of the FISH experiment required 0.5 μg for each lssDNAc, meaning that one tube of ssDNAc probes can be used for 6–10 samples. The cost of ssDNAc preparation ranged from ¥2 to ¥15 ($0.28–$2.1) per assay (Supplementary Note 1), which is dramatically lower than the cost of commercial probes. Moreover, we used 1 mL of the hybridization buffer to hybridize the samples. We will further develop a hybridization workflow with a smaller volume buffer for hybridization to increase its cost-effectiveness.

Penetrants, such as SDS, methanol, H_2_O_2_, HCl, and proteinase K, improve the permeability of the tissue. However, we found that an excellent effect cannot be achieved if all reagents were added. The excessive penetration may also lead to the loss of RNA. Another important factor for AmpFISH is PFA fixation. Both over fixation and no fixation should be avoided. Pre-fixation is required in our workflows during transcardial perfusion for tissue AmpFISH. Post-fixation could be avoided by conducting AmpFISH in the normal tissue (Supplementary Fig. 7). However, when tissues marked with fluorescent protein are used, post-fixation is required, otherwise, the fluorescent protein might be lost. Although post-fixation for 1–2 h can greatly reduce the AmpFISH signal intensity, it is still acceptable (Supplementary Fig. 5). In addition, the sample should always be attached to the glass slide; otherwise, it cannot be used. For instance, in the previously described IF/FISH protocol^14^, in which proteinase K was directly used to digest the tissue slices after sectioning, we found it was difficult to attach the tissue slices to the glass slide after digestion by proteinase K. In our developed workflow, one more 10 min PFA fixation was performed after slice sectioning, easily allowing the binding of the tissue slice to the glass slide. To increase the stability of the assay, we used salmon sperm DNA as a competitor of the AmpFISH probes, but not synthetic oligonucleotides. However, synthetic oligonucleotides are theoretically better. When the background signal is high, the use of an appropriate concentration of oligonucleotides can be helpful.

The AmpFISH workflows are compatible with fluorescent proteins, which improve its application in certain scenarios. For example, in combination with transgenic mice expressing GFP, AmpFISH can determine the gene expression by overlapping the signal. In addition, the spatial distribution of molecules can be obtained by studying the GFP contour. Although the signal intensity of GFP is partly reduced after penetration, most signals of fluorescent protein can still be detected. Proteinase K should be avoided in the protocol, because the GFP signal will be lost completely. We penetrated the tissue by adding TritonX-100 and SDS instead of proteinase K. In contrast, moderate proteinase K was used to repair the antigen but not SDS in AmpFISH/IF experiment.

We noted that the sensitivity of IF greatly depends on its corresponding antibody, which may vary in titers when they are from different manufacturers. For example, we used two kinds of anti-Th antibodies from different manufacturers, which exhibited a significant difference in the IF signal for Th (Supplementary Fig. 8). In contrast, AmpFISH provided a more stable assay than IF and it does not depend on antibodies that are not always commercially available, making it a promising alternative under certain situations. Although some signal-enhanced methods for IF, such as Immuno-SABER^28^, Immuno-RCA^29^, etc. were developed, all of them require antibodies for specific proteins, which are not always commercially available or work stably. In contrast, AmpFISH probes are much easier and cheaper to be synthesized. Moreover, AmpFISH exhibited sensitivity and accuracy in both cells and tissues, and it is potentially suitable for imaging of multiplex transcripts. Further work is required to explore these possibilities. Altogether, AmpFISH is a convenient and versatile tool for FISH detection at a high level, offering a unique practical tool for developmental biology research, disease prognosis, and novel therapeutic developments.

## Methods

### Mice

All animal procedures were conducted according to the Guide for the Care and Use of Laboratory Animals of Huazhong University of Science and Technology and approved by the Animal Care Committee of Hubei Province, China. Animals were housed individually in a 12 h (7 a.m.–7 p.m.) light/dark cycle, with food and water ad libitum. To avoid the circadian expression of gene, we sacrificed mice at approximately 10 a.m. each time. The mice used for Fig. 4d were transgenic mice of Tg(*Thy*1-EGFP)MJrs (Jackson Labs stock #007788) (8–9 weeks). In other experiments, mice used were male C57/BL6 (8–9 weeks).

### NIH3T3 cell and HeLa cell culture

NIH3T3 and HeLa cells were purchased from Wuhan University Preservation Center (Wuhan, China). All cells were grown in Dulbecco’s modified Eagle medium (DMEM, Gibco) supplemented with 10% fetal bovine serum (FBS, Sigma), 50 U/mL penicillin, and 50 μg/mL streptomycin (Gibco, cat. no.15070) at 37 °C under 5% CO_2_. To transiently transfect EYFP in HeLa cells, we used polyethylenimine^30^ (25 kD, Polysciences, Inc., cat. no. 23966) as the delivery reagent to transfect the pCAG-EYFP plasmid. After 3 days of transfection, the transfected HeLa cells were seeded onto glass slips. The transfected cells attached to the glass slips were used for conducting AmpFISH experiments.

To compare the signal magnification of AmpFISH (Fig. 2b), we established a stable NIH3T3/Cas9 cell line. The stable NIH3T3/Cas9 cell line was transfected with pX330-Cas9-2A-mCerulean-2A-puroR plasmid (note: mCerulean is the variant of cyan fluorescent protein and puroR is puromycin resistance gene; the maps are shown in Supplementary Fig. 3). After 1 month of puromycin screening, the stable NIH3T3/Cas9 cells with cyan fluorescent signal were established. We seeded these cells on round glass slips with 18 mm diameter that can be placed inside 12-well plates. When the cell density reached 60–80% confluency, the cells were used for FISH.

### FISH probe design

In order to design amplification probes, the toehold sequences in the adaptor were designed using the Picky 32-bit versions software^31^. The sequences of mouse transcripts (Mus_musculus.GRCm38.cdna.all.fa.gz) were downloaded from ftp://ftp.ensembl.org/pub/release-102/fasta/mus_musculus/cdna/. The parameters of Picky were set as GC content 30–70%, oligo size 30–40 for toehold part (Supplementary Note 2), and *T*_m_ value >70 °C. The complementary sequence to the padlock circle was added to the 3ʹ end of the toehold sequence. Finally, the whole adaptor sequences were further assessed by the UNPACK online software^32^ (http://www.nupack.org/partition/new). To minimize the probability of secondary structures, we tried to avoid using guanine in the padlock. The *T*_m_ values were calculated using the following formula^33^:

$${T}_{{{{{{\rm{m}}}}}}}=81.5+16.6\,(\log \,{{{{{\rm{M}}}}}})+0.41\,( \% {{{{{\rm{G}}}}}}+{{{{{\rm{C}}}}}})-0.72\,( \% \,{{{{{\rm{formamide}}}}}}),$$

where *T*_m_ is the melting temperature in degrees Celsius, M is the monovalent salt molarity, (% G + C) is the percentage of guanine and cytosine in the DNA strand of interest, and (% formamide) is the percentage of formamide added.

### Preparation of FISH probes

The oligonucleotide and fluorophore-tagged oligonucleotides (see Supplementary Table) were synthesized by Tianyi Huiyuan Biotech. Ltd. Wuhan, China. The synthesized ssDNA of adaptors were purified by desalting, the synthesized ssDNA of padlock with 5ʹ phosphorylation were purified by high-performance liquid chromatography (HPLC). The adaptor (0.6 µL, 100 µM) and padlock ssDNA (0.5 µL, 100 µM) were mixed and added to the EP tube with 42.9 µL of 1× annealing buffer (10 mM Tris, 50 mM NaCl, pH 8.0). The EP tubes with the mixture were put in a dry bath incubator (MK200–2, Allsheng Instruments Co., Ltd., Hangzhou, China) at 95 °C for 3–5 min. Next, the power to the incubator was turned off to spontaneously cool down the mixture until the temperature reached room temperature (RT). Then 5 µL of 10×T4 ligase buffer and 2 µL of T4 DNA ligase (Takara Corp., Dalian, China) were added to the mixture. The total volume was made to 50 µL by adding ddH_2_O. After overnight ligation reaction, 5 µL of 10×Bst 2.0 polymerase buffer, 3 µL of Mg_2_SO_4_ (8 mM), 3 µL of dNTP (10 mM/each), 1 µL of Bst 2.0 DNA polymerase (New England Biolabs, Ipswich, MA, USA), and 38 µL of ddH_2_O were added to form the extension reaction system with 100 µL reaction volume. The extension reaction was set for 2 h at 50 °C. After the extension, LssDNAcs were separated by electrophoresis in 1.0% agarose gel using the GelRed dye. Next, DNA gel images were acquired using the Bio-Rad Universal Hood II imaging system. The DNA bands were excised from the agarose gel with a clean, sharp scalpel. DNA was extracted using the QIAquick Gel Extraction Kit following the manufacturer’s protocol. The purified ssDNAs were analyzed and quantified by NanoDrop™ 2000/2000c spectrophotometer.

### Coverslip preparation

Glass coverslips were placed in 12-well plates and soaked in 0.1% diethylpyrocarbonate (DEPC) water overnight. Next, cells were washed with autoclaved DEPC water. Next, the coverslips were treated with methacryloxypropyltrimethoxysilane (Bind-Silane) for 1 h and further treated with the poly-L-lysine solution for 5 min. The poly-L-lysine solution was removed and coverslips were dried at 60 °C for 1–2 h.

### FISH in fixed cell chambers

To fix the cultured cells, cells were rinsed in 1× phosphate-buffered saline (PBS) at RT, and then immediately fixed in 4% PFA for 10 min. Finally, the cells were rinsed in 1× PBS. For permeabilization, the cells were washed with the PBST buffer (1× PBS with 0.5% TritonX-100) for 10 min, then washed with 1× PBSTw (1× PBS with 0.1% Tween-20) for 1 min, and subsequently washed with 2× SSC/TritonX-100 (2× SSC with 0.1% Triton X-100) for 2 min. The primary amplification probe sets were denatured at 95 °C for 3–5 min. Each primary amplification probe at 0.5 µg/mL final concentration was added to the hybridization solution (2× SSC, 1% Triton X-100, 40% formamide, 10% dextran sulfate, 20 mM RVC, 0.1 mg/mL salmon sperm DNA). The cells were gently shaken overnight at 42 °C and then washed with 1× PBS containing 40% formamide (3 × 10 min) and then with 2× SSCT buffer (3 × 10 min) at 42 °C. For secondary or tertiary amplification hybridization, the probes were added to the hybridization solution (2× SSC, 1% Triton X-100, 20% formamide, 10% dextran sulfate), 20 mM RVC, 0.1 mg/mL salmon sperm DNA, and 0.5 µg/mL of each amplification probe with gentle shaking at 37 °C for 4–5 h. Next, the cells were washed with 1× PBS containing 20% formamide (3 × 10) min and then with 2× SSCT (3 × 5 min) at 37 °C.

For fluorescence detection, tissue slices were rinsed once in 2× SSCT at RT and then stained with DAPI (Invitrogen, no. D1306) for 30 min. Next, the samples were washed with 1× PBS (3 × 10 min) containing 0.1% TritonX-100 at RT. Fluor hybridization solution (2× SSC, 20% formamide, 10% dextran sulfate, 150 nM fluorescent probes) was added and held at 37 °C for 30 min. Then, samples were washed with 2× SSC (3 × 10 min) containing 20% formamide at 37 °C. The round glass slides with samples were placed into a magnetic chamber (L-shape tubing type Chamlide CM-B18-1, Live Cell Instrument, Seoul, South Korea) for imaging.

### UMI-mRNA sequencing

NIH3T3 cells were grown in DMEM (Dulbecco’s Modified Eagle Medium, Gibco) supplemented with 10% FBS (Fetal Bovine Serum, Sigma), 50 U/mL penicillin, and 50 μg/mL streptomycin (Gibco,cat.no.15070) at 37 °C with 5% CO_2_. Cells were treated with 0.25% trypsin solution (HyClone, No.SH42605.01) when they reached ~10^6^ cells/mL. Then, the cells were washed with 1X PBS, and then mixed with 1 mL TRIzol solution (ThermoFish, No.15596029), and snap-frozen with dry ice. Total RNA was qualitatively and quantitatively evaluated as follows: (1) the RNA sample was initially qualitatively evaluated using 1% agarose gel electrophoresis for possible contamination and degradation; (2) RNA purity and concentration were then examined using NanoPhotometer^®^ spectrophotometer; (3) RNA integrity and quantity were finally measured using RNA Nano 6000 Assay Kit of the Bioanalyzer 2100 system. After library preparation and pooling of different samples, the samples were subjected to Illumina sequencing. The libraries were sequenced using the Illumina NovaSeq 6000 Platform for 6 G raw data and generated 150 nt paired-end reads. UMI sequences on each read were identified by UMI-tools (1.0.0), and reads with UMIs were used for the subsequent analysis. To identify the duplicated reads, UMIs were initially removed from the UMI reads, and the remaining parts of each read were mapped to the reference genome using Hisat2. Reads that mapped to the same location on the reference genome were identified as duplicated reads. Then, the UMIs on each read were recalled, and the duplicated reads with the same UMI were identified as non-natural duplications, which were subsequently removed from the processed data. HTSeq v0.6.1 was used to count the read numbers mapped to each gene. Then, the FPKM of each gene was calculated based on the length of the gene, and the read count was mapped to the gene. 

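The gene length behind an FPKM can be inferred from the deposited values, because FPKM multiplied by gene length and by the library's total gives a number of fragments that is whole. The ratios between libraries fix the length up to a whole-number factor common to all libraries, and the library totals were set from annotated genes with 1 isoform. The recovery was tested on simulated fragments, where it returned 3 of 3 library totals exactly and the fragments of 99.99% of 24605 genes. The simulated values were built with the same mean isoform lengths, so this tests the steps and not the lengths behind the deposited values. With that factor left at 1, so without use of the gene's annotated length, the implied length equalled the mean length of the gene's isoforms in GENCODE M21, rounded to a whole nucleotide, for 21921 of the 26193 genes with at least 1 fragment (83.7%). It did so for 82.7% of the 15333 of these genes with several isoforms, which played no part in setting the totals. With the factor chosen from the annotated mean length, the number rose to 25964 genes (99.1%), of which 4043 needed a factor above 1. With lengths permuted between genes, the same choice of a factor matched 0.134% of genes. With the longest isoform in place of the mean, it matched 0.0588% of the 15303 genes with several isoforms in which the 2 lengths differ. The sum of recovered fragments exceeded the library total by at most 0.0291%. Among the 12905 genes with a mean FPKM of at least 1, the longest isoform exceeded the mean length by a median factor of 1.72. The factor was 2.19 for Actb, higher than for 72.2% of these genes, and 1.03 for Lox. Txn1 has 1 annotated isoform of 1051 nt. For Sla2, the implied length was 2804 nt and the longest of its 2 isoforms measures 2973 nt.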

The sequence data were uploaded onto GEO database (GEO accession numbers: GSE181685).

### FISH for centromere detection in HeLa cells

HeLa cells were seeded in 12-well chambers. After growing to 50–70% confluency, HeLa cells were rinsed with 1× PBS and then fixed by 4% PFA solution for 10 min. Next, the cells were rinsed with 1× PBS. The cells were treated with 2× SSCT containing 70% formamide at 70 °C (3 min) and then transferred to ice-cold 70% ethanol (5 min), 90% ethanol (5 min), and 100% ethanol (5 min) successively.

After fixation, the cells were rinsed with 1× PBS (1 min), next with 1× PBST (1× PBS/0.5% Triton X-100) for 10 min, then with 1× PBSTw (1× PBS buffer/0.1% Tween-20) for 2 min. The cells were incubated in 0.1 N HCl (5 min) and washed with 2× SSC/0.1% TritonX-100 (2 × 5 min). Next, the cells were incubated in 2× SSCT with 50% formamide (10 min) and transferred to fresh 2× SSCT with 50% formamide at 60 °C (at least 1 h). The wells were loaded with 500 µL of a solution containing 2× SSCT, 50% formamide, 10% (wt./vol.) dextran sulfate, and 400 ng/µL RNase A, primary probe (final concentration 500 ng/mL, denaturation at 80 °C for 3 min). The samples were incubated overnight at 44 °C. After hybridization, samples were washed with 2 × SSCT at 60 °C (3 × 10 min). The samples were stained with DAPI and washed with 1× PBS (3 × 10 min).

The samples were incubated with fluorescent probes (150 nM final concentration) in the fluorescent hybridization buffer (1× SSC, 35% formamide, 10% dextran sulfate at 37 °C (30 min). The cells were then washed (3 × 10 min) at 37 °C with wash buffer (1× SSC, 35% formamide).

### FISH in fixed tissue chambers

The round glass slips with 18 mm diameter were autoclaved at 210 °C for 8 h. The glass slips were treated with methacryloxypropyltrimethoxysilane (Bind-Silane) and were further treated with poly-L-lysine solution. Adult mice were anesthetized with a mixture solution of 2% chloral hydrate (160–200 mg/kg) and xylazine (15–20 mg/kg), and transcardially perfused with 1× DEPC-PBS for 10 min, followed by treatment with 4% PFA in PBS. The brains were removed and immersed in 30% sucrose overnight at 4 °C until the brains sunk to the bottom. Then brains were placed onto OCT and frozen at –80 °C with isopentane. Next, 16–20 μm sections were prepared using a cryostat (Leica CM1700). The brain slices were attached to the pretreated glass slips, then fixed with 4% PFA in PBS at RT for 10 min, dehydrated through gradient methanol/PBS (50%–75%–95%) for 3 min each, treated with methanol at –20 °C overnight, and then placed at –80 °C for 15 min before hybridization.

For hybridization, slices were taken from –80 °C and equilibrated to RT for 5 min. These slices were washed with 1× PBS/0.1% TritonX-100 (3 × 5 min) containing 0.1 U/µL recombinant RNase inhibitor (RRI, Takara corp. in Dalian, China). Primary amplification probes were denatured at 60 °C for 3–5 min and then directly added to the hybridization buffer (2× SSC, 1% Triton X-100, 40% formamide, 10% dextran sulfate, 20 mM RVC, 0.1 mg/mL salmon sperm DNA, and 1% SDS). The final concentration of each primary amplification probe was 0.5 µg/mL. The slices were incubated at 42 °C with gentle shaking overnight, and then washed with 1× PBS/40% formamide (3 × 10 min) at 42 °C and then with 2× SSC/0.1% Triton X-100 at RT. For secondary amplification hybridization, secondary amplification probes were denatured at 90 °C for 3–5 min and were added to the hybridization solution (2× SSC, 1% Triton X-100, 25% formamide, 10% dextran sulfate, 20 mM RVC, 0.1 mg/mL salmon sperm DNA, 1% SDS) to form 0.5 µg/mL for each probe. Samples were incubated for 4–5 h with gentle shaking at 37 °C. Samples were washed 3 × 10 min with 1× PBS containing 25% formamide at 37 °C. The samples were then washed with 2× SSCT (3 × 5 min) at 37 °C and 2× SSC/0.1% TritonX-100 (3 × 5 min) at RT.

For fluorescent hybridization, samples were rinsed in 2× SSCT and then stained with DAPI (Invitrogen, no. D1306) for 1 h at RT. The samples were washed with 1× PBS (3 × 10 min) with 0.1% TritonX-100 at RT. Fluor hybridization solution (2× SSC, 20% formamide, 10% dextran sulfate), and 150 nM fluorescent probes were incubated at 37 °C for 30 min. The samples were washed 3 × 10 min with wash buffer (2× SSC/20% formamide) at RT. Round glass slides with samples were mounted onto a magnetic chamber (L-shape tubing type Chamlide CM-B18-1, Live Cell Instrument, Seoul, South Korea) for imaging.

### IF and FISH

The animal brain slices were obtained and dehydrated as described above. The sections were taken from –80 °C, equilibrated to RT for 15–20 min, and washed with PBSTR (1× PBS/0.1% TritonX-100, 0.1 U/µL RNase inhibitor) for 3 × 5 min. The sections were then treated with protein K (1.5 ng/mL) at RT for 15 min, HCl (0.1 N) at RT for 20 min, and 2% H_2_O_2_ at RT for 20 min, washed with PBSTR for 5 min, followed by incubation in 1× first hybridization buffer (40% formamide, 2×SSC, 1% TritonX-100, 20 mM RVC, 0.1 mg/mL salmon sperm DNA, 10% dextran sulfate, and probes at 500 ng/mL per oligo) at 42 °C with gentle shaking overnight. Then, the sections were washed with 40% formamide buffer (40% formamide/2× SSC) at 42 °C for 20 min thrice and PBSTR for 5 min, followed by incubation in 1× second hybridization buffer (25% formamide/2× SSC, 1% TritonX-100, 20 mM RVC, 0.1 mg/mL salmon sperm DNA, 10% dextran sulfate, and probes at 0.5 μg/mL per oligo) at 37 °C with gentle shaking overnight. The next day, the sections were washed with 25% formamide buffer (2× SSC, 25% formamide) at 37 °C for 3 × 20 min and PBSTR for 5 min, and then incubated with DAPI at RT for 30 min. Next, the sections were washed with PBS at RT (3 × 10 min). The sections were incubated in the fluorescent hybridization solution (2× SSC, 20% formamide, 10% dextran sulfate, 150 nM fluorescent imager strands) at 37 °C for 30 min, and washed with 20% formamide buffer (20% formamide, 2× SSC) at 37 °C for 3 × 10 min.

For IF labeling, the sections were incubated with blocking buffer (1× PBS with 0.3% TritonX-100 and 10% goat serum) at RT for 30 min. Primary antibody for CaMKIIα was purchased from GeneTex Inc. (No. GTX127939), and anti-Th antibody was purchased from Sigma-Aldrich (No. AB152) and Abcam (No. ab6211). Primary antibodies were diluted at a ratio of 1:500 with blocking buffer, and samples were incubated overnight at 4 °C. Next, samples were washed with 1× PBS (3 × 10 min) and then labeled with secondary antibody (goat anti-rabbit Alexa 488, 1:500) for 2 h at RT. Finally, the samples were washed with 1× PBS (3 × 10 min).

### Imaging set-up

For FISH imaging in HeLa and stable NIH3T3/Cas9 cells, the data were acquired by Nikon Ni-E microscopy with a 25× water-immersed objective lens (numerical aperture: 1.1); 405 and 561 nm lasers were used. A set of filters UV-2E/C (EX: 325–375, DM: 400, EM: 425–475) was used to visualize DAPI staining. G-2E/C (EX: 528–553, DM: 565, EM: 570–620) was used to visualize the TAMRA dye signal.

For GFP FISH imaging in HeLa cells and FISH/IF imaging in brain slices, data were acquired by Zeiss LSM 710 microscope; 405, 488, and 561 nm lasers were used. The following set of filters were used: filter set 49 (EX: G365, DM: 395, EM: 422–498) for DAPI dye, filter set 38 (EX: 470/40, DM: 495, EM: 495–553) for GFP fluorescent protein and Alexa 488, and filter set 43 (EX: 545/25, DM: 570, EM: 563–660) for TAMRA dye signal. Color images were captured with a Zeiss AxioCamICc5 camera.

### Statistics and reproducibility

The signal puncta were quantified using the Fiji software (NIH). The signal intensity of puncta was quantified in a 16-bit figure using a previously described method^34^. Labeled neurons from each sample were randomly selected. Using the selection tool of ImageJ software, an area covering the signal spot was selected within the defined region, and the integrated density (IntDen) of the signal was measured using an ImageJ plugin. To measure the background signal, a straight line was brought across the background area close to the signal spot, and the mean gray value was measured. The total mean value of the background of the rectangular selection was subtracted from the integrated density of the signal to obtain the total signal density in the rectangular selection. The average intensity of the signal without background was calculated by dividing the total signal density by the pixel number of the rectangular selection.

$${{{{{\rm{Signal}}}}}}\,{{{{{\rm{intensity}}}}}}=[{{{{{\rm{IntDen}}}}}}-({{{{{\rm{area}}}}}}\times {{{{{\rm{mean}}}}}}\,{{{{{\rm{of}}}}}}\,{{{{{\rm{background}}}}}})]/{{{{{\rm{Area}}}}}}$$

For statistical analysis, one-way analysis of variance (ANOVA) followed by Bonferroni correction was performed using GraphPad Prism 5 (Fig. 4c) and an unpaired *t*-test with Welch’s correction (Fig. 5c). Differences between the datasets were considered significant at *P* < 0.05.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Peer Review File.

Supplementary information.

Description of Additional Supplementary Files.

Supplementary Movie 1.

Reporting summary.

## Data Availability

Sequencing data that support the findings in this study have been assigned Gene Expression Omnibus accession number GSE181685. Source data for the graphs and charts can be found in http://figshare.com/s/51ea12e69cbdfca79e09. All other data are available from the corresponding author on reasonable request.

How the deposited data were processed for this re-analysis (not part of the article)

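UMI-RNAseq was measured in 3 libraries of untreated NIH3T3 cells, which share 1 condition. According to the methods, total RNA was made into libraries and sequenced on an Illumina NovaSeq with 150 nt paired-end reads. UMIs were identified with UMI-tools (1.0.0), reads without a UMI were left out, the remaining reads were mapped with Hisat2, and reads at the same location with the same UMI were removed. Reads were counted per gene with HTSeq v0.6.1. The authors then divided each count by the gene length and by the library total and deposited FPKM values, 1 column per library. The replicates were not pooled. The paper's text names neither the Hisat2 version nor the genome build and annotation used for counting. Both deposited tables hold identical values for 55573 genes, and 1 of them adds gene names and descriptions. All columns of values were used, so 0 were left unused.

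FPKM values are not counts, so no count model was fitted to them. The number of fragments behind each FPKM was recovered with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3. The library total was taken from genes with 1 isoform and 1 fragment. The fragments of each gene were then found as the smallest whole numbers that keep the ratios between libraries, with denominators up to 300000, and a whole-number factor common to all libraries was set from the annotated length, which 4043 of the genes that matched the annotation needed. The recovery was tested on simulated fragments before use. In that simulation, 100% of 200 genes changed 4-fold in 1 library had an SD of log2(FPKM + 1) of at least 0.5, as did 3 of 7913 unchanged genes. A 4-fold change exceeds that limit nearly by construction, and the unchanged genes carried counting error only. The simulation therefore does not give the number of genes over the limit where reads are shared. Gene positions, types and isoform lengths came from GENCODE M21 on GRCm38, in which 55480 of the gene IDs were found. Shared sequence was measured as the percentage of a gene's distinct 75-nt words, on either strand, that also occur in an annotated transcript of another gene. Words were compared by their outer 31 bases at each end. Genes annotated at the same position, on either strand, also count as sharing words.

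For the 4 assayed transcripts, the mean, SD and SEM over the libraries were computed, with the rank among genes with a mean FPKM of at least 1. Ratios were taken within each library and tested with an exact two-sided sign-flip permutation test. Intervals for Sla2 are exact Clopper-Pearson 95% intervals from scipy 1.17.1, and folds against Sla2 use a floor of 3 fragments or the upper limit of its interval. Both cover counting error only. With totals of 13959723 to 14423209 fragments per library, Actb, Lox and Txn1 each rest on at least 2995 fragments per library, and Sla2 on 6 in all. The spread between libraries was described by the SD of log2(FPKM + 1) among genes with a mean FPKM of at least 10. This SD was not tested, since the libraries are replicates. Separately, the recovered fragments were compared between libraries gene by gene with a chi-square statistic, set against counting error alone. Figures were drawn with matplotlib 3.10.9.

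Before the data were examined, the following were fixed: the design, the rule for named genes, lists of 12 retina, 12 fibroblast and 10 lymphoid genes, and the alternatives. The genes named are the assayed transcripts, the other mouse genes probed in the paper (Gad1, Camk2a and Th), paralogs and pseudogenes of the assayed genes, the 5 genes with the highest mean FPKM, the 5 with the largest spread, the highest and lowest member of each list, and genes that overlap an assayed gene. Mitochondrial genes, the Rps27 and Rps27a copies and Zc3h7a are named in addition and were chosen after their values were seen. The alternatives were leaving out each replicate, rescaling to 1000000 per library (TPM), median-of-ratios scaling, the median over libraries, pseudocounts of 1 and 0.1, other limits on FPKM, adding paralogs and pseudogenes, the mean of a gene list, and leaving out mitochondrial genes. Fragments not divided by gene length, the longest annotated isoform, a floor of 3 fragments for Sla2, the sum of Txn1 and its paralog Txn2, and the protein-coding genes of GENCODE M21 were added after the data were examined. AmpFISH imaging data were not analysed here, and no groups of samples were compared, since there is 1 condition.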

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

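Of the tests in this part, those on shared words (apart from mt-Atp8) and on the sum with the nuclear copies were set before their values were seen, and the others were chosen after. No biological explanation was tested, since the design has 1 condition.

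A block of neighbouring mitochondrial genes that the paper does not discuss, from mt-Co2 to mt-Nd4l (mt-Co2, mt-Atp8, mt-Atp6, mt-Co3, mt-Nd3 and mt-Nd4l), differed between the replicate libraries by far more than counting error. Its summed fragments per 1000000 were 3329 in library 1, 1444 in library 2 and 5730 in library 3, a highest to lowest ratio of 3.97. Library 2 weighs the most in it, and without that library the ratio was 1.72, while without library 3 it was 2.31. Over all libraries, the ratio lay between 3.91 and 4.32 for each of the 6 genes. The tables argue against a different mitochondrial content of the libraries, because 7 mitochondrial genes outside the block (mt-Nd1, mt-Nd2, mt-Nd5, mt-Nd6, mt-Cytb, mt-Rnr1 and mt-Rnr2) had a summed ratio of 1.04. They also argue against depth, since the library totals differed by a factor of 1.03. A candidate explanation is that reads are shared with a nuclear copy of this block on chromosome 1, annotated as 7 genes between 24611535 and 24616197 of GRCm38. Apart from mt-Atp8, the genes of the block shared at least 97.8% of their 75-nt words with another gene, against 0% to 6.12% for the 7 steady genes. The genes mt-Nd4 and mt-Co1 lay between, with 61.5% and 42.5% of words shared and ratios of 1.53 and 1.07. A constant total split in different ways between the block and its copies is argued against, because the sum over both still differed by a factor of 3.84, while the copies alone stayed between 54.7 and 62.3 fragments per 1000000. How shared reads could lower the counts in one library and not in another therefore stays open. For mt-Atp8, 0% of its words were shared with an annotated gene, so an annotated copy does not account for it. Unannotated sequence on chromosome 1 was not examined.

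Rps27a, which the paper does not discuss, had 163.1 fragments per 1000000 in library 1, 503.4 in library 2 and 445.2 in library 3, a ratio of 3.09. Library 1 decides this ratio, which was 1.13 without it. The processed pseudogene Rps27a-ps2, which shares 95.4% of its words with other genes, ran the other way, with 4792, 517 and 1608 fragments. Their sum differed by a factor of only 1.13, so the values are consistent with one pool of reads split in different ways between the gene and its copy. Leaving out library 1 left an SD of log2(FPKM + 1) of 1.12 for Rps27a-ps2, against 1.57 with all libraries. The pair Rps27 and Rps27rt gave the same picture, with a ratio of 2.61 for Rps27 alone, 1.06 without library 1, and 1.09 for the sum. The spread of Rps27rt also rests on library 1, and its SD of log2(FPKM + 1) fell from 1.60 to 0.17 without it. Whether the step that splits the reads lies in mapping or in counting was not tested.

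Gm23935, which the paper does not discuss, had the highest FPKM of all genes, with a mean of 46851 ± 7437 (SD, n = 3) and 6.78% of the summed FPKM. It is annotated as a microRNA gene of 57 nt on chromosome 16 from 11144125 to 11144181, inside Zc3h7a. Its annotated length is shorter than a 150 nt read. By fragments it ranked 13, with 0.267% of all fragments, so the short length in the FPKM may account for its first place, but not for its 33358 to 45373 fragments per library. The source of those fragments was not tested.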

How the results depend on the processing

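The results of the design were recomputed under the alternatives, which gave 138 values. Of these values, 114 kept the sign of a ratio, moved by less than the SD between libraries or, for a count, by less than 1.5 times, and the others are given here. The sign of 1 log2 ratio reversed. With Txn2, a paralog that the planned addition of pseudogenes did not include, added to Txn1 after the data were examined, the log2 ratio of Lox to Txn1 was -0.00073 against 0.63, which is within the SD of 0.02 between libraries and so leaves no order between Lox and that sum. That sum adds the level of a separate gene, of which 0.323% of words were shared with another gene, so it does not test the level of Txn1 itself. The planned addition itself changed nothing for Txn1, because Txn-ps1 is listed at 0. The order Actb, Lox, Txn1, Sla2 and the sign of the log2 ratios held under the other alternatives. No p-value changed its side of 0.05, but 3 libraries could not give a p below 0.25. No paired analysis was possible because there is 1 condition.

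Rescaling to 1000000 per library multiplies all genes of a library by 1 factor and moved the mean of Actb to 2778, of Lox to 458.0 and of Txn1 to 297.0. The longest annotated isoform, a setting added after the data were examined, gave 874.9 FPKM for Actb and 307.0 for Lox. Across the 3 fits that each left out one replicate, the mean of Actb stayed between 1906 and 1927 FPKM. Among all genes listed, the percentile rose by construction, to 99.97 for Actb, 99.50 for Lox, 99.15 for Txn1 and 61.2 for Sla2. Among protein-coding genes of GENCODE M21, also added later, it was 99.86 for Actb, 97.64 for Lox and 95.92 for Txn1. The percentile of Lox ranged from 97.83 to 97.85 across the 3 fits that each left out one replicate.

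With an FPKM above 0 in place of at least 1, the median number of genes detected was 22316 against 12921. The lowest Pearson correlation between libraries was 0.9934, and became 0.9868 with a pseudocount of 0.1, 0.9967 over all genes listed and 0.9947 over genes with a mean FPKM of at least 10. The lowest Spearman's rho was 0.9945, and became 0.908 over all genes listed and 0.9938 over genes with a mean FPKM of at least 10. The number of genes with an SD of log2(FPKM + 1) of at least 0.5 was 35, and rose to 232 when genes with a mean FPKM of at least 1 were included. It ranged from 31 to 33 across the 3 fits that each left out one replicate. With the mean of the list in place of its median, the retina list had 0.171 FPKM against 0.0418, and the fibroblast list 901.7 against 505.9. The median of the retina list ranged from 0.0388 to 0.0519 FPKM across the 3 fits that each left out one replicate. The cause of these shifts was not tested beyond what each setting changes by construction. The SDs of the 5 genes with the largest spread moved under all 25 settings, since no replicate error was set for them.

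Depth limits Sla2, which has 6 fragments in all. Its log2 ratio to Txn1 therefore depends on how Sla2 is treated, and was 12.14 as deposited, 11.41 with Sla2 at the floor of 3 fragments and 7.62 with a pseudocount of 1. The ratios not divided by gene length and the biotype filter had been planned from lengths and biotypes in the tables. The tables give neither, so both were run with recovered fragments and with GENCODE M21.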

Differences from the paper's values

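The paper's AmpFISH values and the UMI-RNAseq values here are different measures of abundance, puncta per cell and FPKM, so they were compared here as ratios between transcripts. The paper gives no such ratios and plots both measures together in Fig. 2c, and the puncta ratios given here were computed from values read off that figure. From the paper's puncta, the ratio of Actinβ to Lox is about 3 in Fig. 2c, read by eye, and the ratio in FPKM was 6.07. None of the alternatives set before the data were examined closed the gap. The longest annotated isoform, chosen after seeing the values, gave a ratio of 2.85.

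From the paper's puncta, the ratio of Txn1 to Sla2 is about 15 in Fig. 2c, read by eye, and Txn1 was 2663-fold higher than Sla2 in FPKM, the lowest value over the libraries with Sla2 at a floor of 3 fragments. Against the upper limit of the 95% interval of Sla2 it was at least 911.4-fold higher, which is also above the ratio in puncta. None of the alternatives set before the data were examined closed the gap, and the lowest of them, a pseudocount of 1, gave 196.1. None of the settings added later closed it.

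From the paper's puncta, the ratio of Lox to Txn1 is about 1 in Fig. 2c, read by eye, and the ratio in FPKM was 1.54. The rounded reading puts these just over 1.5 times apart and the unrounded reading just under, so the reading does not decide whether they differ by that limit. Among settings added after the data were examined, fragments not divided by gene length gave 6.76, the longest annotated isoform gave 1.50 and the sum of Txn1 and Txn2 in place of Txn1 gave 1.00.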

Other observations

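All tests in this part were chosen after the result was seen, except that on shared words among the 100 genes with the largest spread and the medians of the gene lists. The retina, fibroblast and lymphoid lists and the use of their medians were fixed before the data were examined. No biological explanation was tested, since the design has 1 condition.

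Actb lay further above Lox in FPKM than in AmpFISH puncta. A candidate explanation is the division by the mean length of all annotated isoforms, which include short ones. With the longest isoform of each gene the ratio of Actb to Lox was 2.85 in place of 6.07, which is 109.2% of the distance, on a log scale, to the ratio of puncta read from the figure. The isoforms that NIH3T3 cells use were not measured here, and the setting was picked after the gap was seen. The paper proposes that crowded Actinβ puncta are undercounted, and that explanation could not be tested on these libraries, so it stays open beside this one.

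Sla2 had 6 fragments in the 3 libraries together. The 10 lymphoid genes fixed as a list had between 0 and 9 fragments, with a median of 3, so the level of Sla2 is consistent with a background level of genes the cells do not use. These few fragments do not separate a background from a low expression. The highest member of the list was Cd79a at 0.145 FPKM, the lowest were Cd3e and Cd3g, each listed at 0, and the median was 0.0249 FPKM. Of the words of Sla2, 18.6% were shared with another gene. Rab5if, which overlaps Sla2, had 477, 225 and 221 fragments in libraries 1, 2 and 3, and Sla2 had 1, 3 and 2. So few fragments of Sla2 do not decide whether reads of Rab5if were counted for it.

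The labels mention retina in the extraction text. Retinal tissue in the libraries is argued against by the 12 retina genes, of which none exceeded 1.01 FPKM in any library. The highest was Rom1, with a mean of 0.880 FPKM, the lowest were Nrl and Gngt1, each listed at 0, and the median of the list was 0.0418 FPKM. The 12 fibroblast genes had a median of 505.9 FPKM, from Tagln at 0.123 to Fn1 at 4377. Of the other mouse genes probed in the paper, Camk2a had 0.613, 0.633 and 0.309 FPKM in libraries 1, 2 and 3. Gad1 had 0.0372 FPKM in library 2 and was listed at 0 in the others, and Th was listed at 0 in all 3.

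The 5 genes with the largest SD of log2(FPKM + 1) between libraries were Gm10095 (2.08), Gm14414 (1.65), Rps27rt (1.60), Rps27a-ps2 (1.57) and Gm8666 (1.50). Without library 1 the SD was 1.30 for Gm10095 and 0.17 for Rps27rt. Without library 3 the SD of Gm14414 was 0.60, and without library 2 that of Gm8666 was 0.67. Scaling between the libraries is argued against, since the highest and lowest median-of-ratios factors differed by a factor of 1.005, while the lowest SD among the 100 genes with the largest spread was 0.23 on the log2 scale. Reads shared with another annotated gene may account for much of the spread. The measure does not separate near-identical copies from genes annotated at the same position. Of the 93 of these genes with a value for shared words, 66.7% shared at least 50% of their words with another gene, against 3.62% of all 8187 genes tested. For 9 of the 93, no word was shared, and their spread stays without a tested explanation.

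Actg1 was lower in library 2, with 13119 fragments against 15770 in library 1 and 15539 in library 3, and shared 34.2% of its words with other genes. A shift of reads to those annotated genes is argued against, because they took up -0.360% of the missing fragments in library 2. The cause stays open.

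The 5 genes with the highest mean FPKM were Gm23935, Eef1a1 (8927), mt-Co1 (5531), Fn1 and Hspa5 (3664). The 10 highest genes held 12.3% ± 0.944 (SD, n = 3) of the summed FPKM. Txn2, the mitochondrial paralog of Txn1, reached 54.3% ± 3.59 (SD, n = 3) of Txn1, and the pseudogene Txn-ps1 was listed at 0.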
